A study of Saccharomyces cerevisiae with 6 samples. Its data were reported in "DNA methylation-based high-resolution mapping of long-distance chromosomal interactions in nucleosome-depleted regions" (2024).

How the data were processed

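Hi-C measures how often pieces of chromosomes lie close enough in the nucleus to be ligated to each other. Here it was done on haploid MATa yeast cells of a strain that was grown without methionine. Cells were fixed with formaldehyde, chromatin was digested with DpnII, and ligated fragments were sequenced as read pairs. The labels describe 6 samples. Maps of 2 replicates of the methionine-depleted strain were used. The other 4 samples, a control strain and a strain with a LacO array at YBP2, each with and without estradiol, were not analysed here. The study's methods describe its sequencing replicates as biological ones.

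Per the labels, HiC-Pro and the sacCer3 build were used by the authors. The deposited signal is a contact frequency per pair of 10 kb bins, balanced within each library by iterative correction (ICE). ICE divides each pair by a factor for each bin until all bins have the same total. The deposited maps were not scaled between libraries, and the read filters and number of iterations are not given in the sources used here. Balancing removes differences in coverage between bins, so a locus with more mappable or better digested sequence no longer has more signal. It also scales every bin to the same total, including a bin that has few contacts. Each map lists 1225 bins, of which 1216 are nuclear, and 28 bins hold no value. Bin edges and genes were taken from the R64 reference annotation, whose chromosome lengths equal those of the deposited bin table.

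The factors of single bins were recovered from the lowest values between chromosomes, and every value times both factors gave a whole contact number to within 0.01. Contacts below are these whole numbers, and the 95% intervals on them are exact Poisson intervals that cover counting error only. Replicate 1 holds 3760159 contacts and replicate 2 holds 3518507. Between chromosomes there were 1004871 and 931315 contacts over 660159 bin pairs, which is 1.52 and 1.41 per pair with a median of 1. In replicate 1, 32.7% of these pairs had no contact, and in replicate 2, 35.1%. A single pair of 10 kb bins on different chromosomes is therefore known only to within a few contacts.

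Values are given as observed over expected (O/E). Within a chromosome the expectation is the mean signal at the same distance. Between chromosomes it is the mean signal between chromosomes, or, for gene lists, called pairs and the YBP2 row, the mean of pairs in the same strata of distance to the centromere (edges at 0, 20, 50, 100, 200, 300 and 500 kb) and of location within 30 kb of a chromosome end. Each map was analysed on its own, and means ± SD are over the 2 maps. Bins were kept where at least a share of 0.5 of the partners on other chromosomes had a value. This filter removes nearly all centromere bins and the bins of HML, HMR and part of MAT. Centromere pairs and the chromosome III pairs were therefore computed on the bins as deposited, a choice made after this was seen. For MAT and the recombination enhancer both values had been seen when that choice was made, and both are given.

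No test between groups was possible, and replicates were not tested against each other. The p-values compare loci with other loci within these maps and do not measure the spread between cultures. All are two-sided unless stated. Centromeres, chromosome ends and gene lists were set against 10000 random sets of bins or lists, matched on the strata for lists, so 2e-04 is the smallest p they can give. The 10 lists were adjusted by Benjamini-Hochberg. The rDNA was set against every split point on the other long chromosomes, 559 in all, in place of the planned 10000 random ones. Loci on the same chromosome were ranked among all pairs of other chromosomes at the same distance. Bin pairs were called where a robust z passed a threshold in both maps, 3 for the methionine list and YBP2 and 4 across the genome. The chance count came from 100 circular shifts of one map along each chromosome, and 0.0099 is the smallest one-sided p they allow. Single pairs of a list were tested against their expected contacts by a one-sided Poisson test.

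Before the data were examined, lists and tests were fixed, as was the rule for naming loci. It takes every fixed locus, the 5 highest and 3 lowest pairs of each list that lie on the same side of 1 in both maps (10 and 5 for the methionine list), the 10 highest far-cis and trans bins of YBP2 by the same limit, and the 10 highest called pairs. A bin is named by its list member or by the genes that start in it. The lists were genes of methionine synthesis and sulfur assimilation (MET), galactose use, glycolysis, ribosomal proteins, tRNAs, histones, heat shock proteins, seripauperins (PAU, subtelomeric cell wall genes), genes known for contacts with nuclear pores, and the study's viewpoint loci. Shared sequence means an identical 50-base word, on either strand, in both bins of the reference.

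Alternatives were no filter on bins, a balance made from contacts between chromosomes only, leaving out bins near chromosome ends, chromosome XII or each replicate, medians, other windows and thresholds, and other expectations. The steps were checked on simulated maps with seeded pairs. Of 50 pairs seeded at 10-fold, 42% were called at z above 4 and 58% at z above 3. At 5-fold these were 2% and 16%, and at 20-fold 74% and 80%. Of 544103 unseeded pairs, 6 were called. For lists of the size of MET, 200 were simulated with all pairs raised alike. An unadjusted permutation p under 0.05 was reached by 81.5% at 1.2-fold, 26.5% at 1.1-fold and 4.5% with no change. The real lists were judged on adjusted p, which is stricter, and an excess at only a few pairs of a list was not simulated. Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9 were used.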

Results

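To describe how chromosomes of yeast cells grown without methionine lie relative to each other, 2 Hi-C maps of a MATa strain were examined at 10 kb. The strain carries a LacO array at position 497047 and a TetO array at position 834487 of chromosome XV. Methionine removal turns on the genes that Met4, their transcriptional activator, regulates. The maps hold 3760159 and 3518507 contacts.

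Both maps showed the same broad contacts, while single bin pairs were noisy. Across pairs within a chromosome, O/E of the 2 maps correlated with r = 0.435 (rho = 0.424, 44852 pairs), and across pairs between chromosomes with r = 0.410 (rho = 0.250, 544303 pairs). Bin pairs are not independent replicates, so no p is given. Contacts between chromosomes made up 26.1% ± 0.167 (SD, n = 2) of the signal. Within chromosomes, the signal fell with distance with a slope of -1.61 ± 0.00328 (SD, n = 2) on log scales from 20 to 200 kb. From 50 to 500 kb the slope was -1.22.

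**Figure D1:**
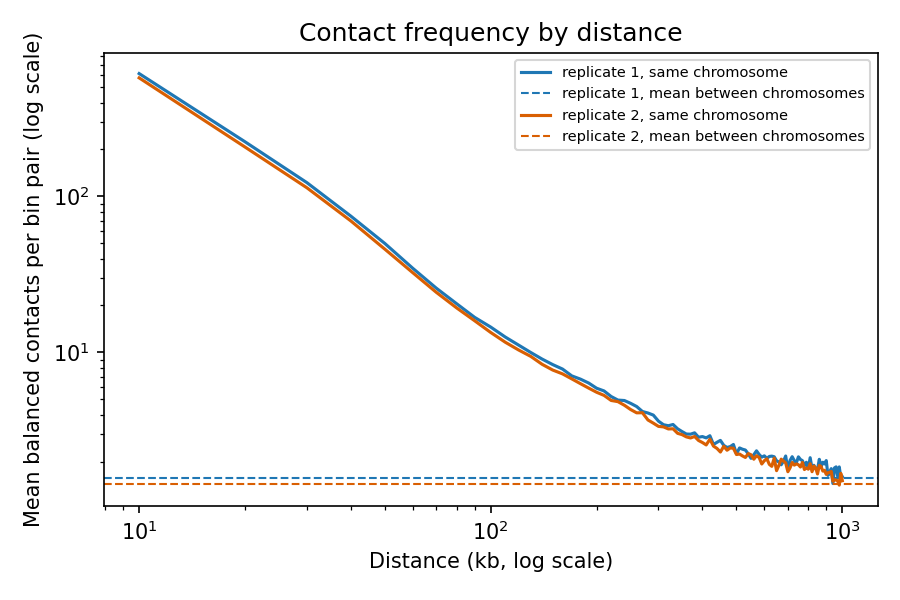
Mean balanced contacts per bin pair (log scale) against distance within a chromosome (kb, log scale), one line per replicate, with dashed lines at the mean between chromosomes. Both replicates fall along nearly the same line, with a slope of -1.61 between 20 and 200 kb.

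Centromeres contacted each other far more than other loci did. The 120 pairs of centromere bins from the 16 chromosomes had a mean O/E of 20.2 ± 0.182 (SD, n = 2), against 0.841 to 1.52 for random sets of bins and 4.44 for the highest such set. By chromosome the mean ran from 16.9 for CEN12 (XII, 150828 to 150947) to 22.4 for CEN15 (XV, 326584 to 326702) and CEN6 (VI, 148510 to 148627). The permutation p over 10000 sets was 2e-04, the smallest possible. With a balance on contacts between chromosomes alone the value was 14.7, and for windows of the centromere bin and its neighbours 12.5.

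Chromosome ends also contacted each other above the level of other windows. The 30 ends with kept bins gave 421 pairs with a mean O/E of 1.89 ± 0.0658 (SD, n = 2), and random windows gave 0.928 to 1.12 (permutation p = 2e-04, the smallest possible). The left ends of IX and XV were highest at 45.3, and 1 of their 3 bin pairs shares 1965 words of 50 bases in the reference. The left end of I and the right end of III reached 11.2, where 2 of 9 bin pairs share a word. Those 2 had balanced values of 77.1 and 45.4 and make up most of the 11.2. The left end of VIII and the right end of XIII reached 10.3, where 0 of 9 do. Each of these end pairs holds a bin pair that was also called across the genome. Words of the reference cannot show copies that only the strain has, so an end pair without shared words may still hold such copies. Without bin pairs that share a 50-base word in the reference the mean was 1.74, a setting added after the data were seen, and with no filter on bins it was 2.99. Ends of arms of like length were in contact more often: rho between contact and the difference in log2 arm length was -0.473 ± 0.0251 (SD, n = 2) across pairs of ends, against -0.0968 to 0.0845 after permutation (p = 2e-04, the smallest possible). Ends are not independent replicates.

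Loci at like distances from their centromeres were in contact more often across chromosomes. Among bins 50 to 300 kb from the centromere, O/E was 1.51 where the distances differed by at most 20 kb (24319 pairs) and 0.905 where they differed by more than 100 kb (54295 pairs). The ratio was 1.67 ± 0.0128 (SD, n = 2), and circular shifts along the arms gave 0.997 to 1.12 (permutation p = 2e-04, the smallest possible). On chromosome XII, bins on opposite sides of the rDNA (451786 to 489469, ribosomal RNA genes) had O/E of 0.445 and bins on the same side 1.27. The ratio was 0.350 ± 0.00745 (SD, n = 2), below all 559 split points on other long chromosomes, the lowest of which was 0.382 (exact p = 0.00357). The split points overlap, so they are not independent. Distances across the rDNA are those of the reference, and the length of the rDNA in this strain was not measured. A longer rDNA than in the reference would by itself lower this ratio.

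**Figure D2:**
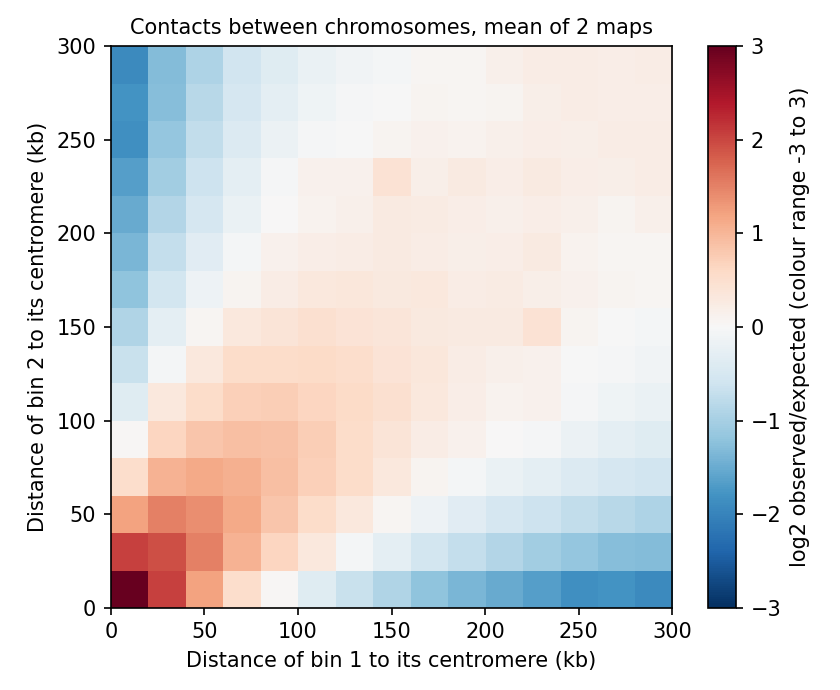
Mean O/E between chromosomes (color, log2 scale) by the distance of each bin to its own centromere (kb), for both maps together. Values are highest near the centromeres and along the diagonal of like distances, where the ratio of near to far pairs is 1.67.

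The study placed a viewpoint beside YBP2 (VII, 390065 to 391990), a gene with a role in oxidative stress response, and asked which distant loci touch it. No far-cis and no trans bin passed a robust z of 3 in both maps in the row of the YBP2 bin (390001 to 400000), and other bins had 0 to 2 such bins (95% range, n = 1085, exact rank p = 1.00). On the other arm of VII, the region at a like distance from the centromere (550001 to 640000, 8 bins) had O/E of 1.53 ± 0.0167 (SD, n = 2). The median of 81 loci at like distances from other centromeres was 1.72 (1.02 to 2.43), so YBP2 did not stand apart (exact p = 0.439). Among bins on the same side of 1 in both maps, the highest far-cis bins held ENV11 and UPF3 (1.87, 16 contacts against 8.48 expected), BRF1 and CPD1 (1.82), PBP1 and OKP1 (1.82), MVB12 and CIR1 (1.79), and SCM4 (1.71). The rest of the 10 ran from 1.62 to 1.70. By the same limit, the highest trans bins held the cyclin genes CLB2 and CLB5 (3.59 from 9 contacts against 2.57, with 1.49 and 5.69 in the replicates), GDH1 (3.30, with 5.09 and 1.51), PIG2 and AGE2 (3.18), and YLR345W and CIS1 (3.15). SER33 and SPO22 reached 3.02 (1.66 and 4.39), OST6 2.94, and ARG4 and DED81, SPA2 and KNS1, DFG10 and NEO1, and YHP1 and PPN1 ran from 2.66 to 2.68. In replicate 2 alone, 2 bins passed z above 3.

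**Figure D3:**
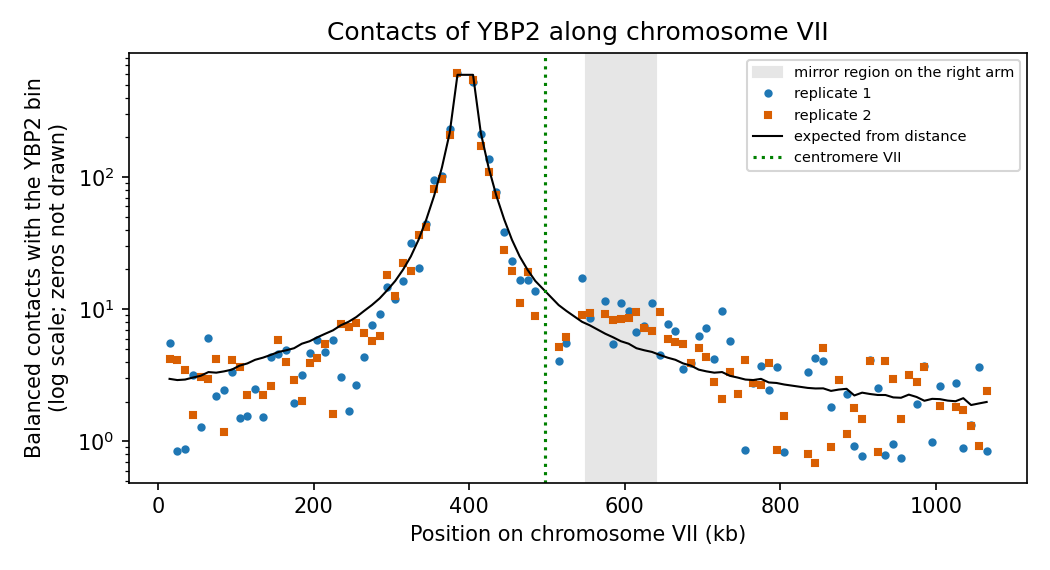
Balanced contacts of the YBP2 bin (log scale, zeros not drawn) against position on chromosome VII (kb), points for each replicate, with the value expected from distance as a line, the centromere as a dotted line and the mirror region of 550001 to 640000 shaded. Its mean O/E of 1.53 lies near that of other loci at like distances from a centromere, whose median is 1.72.

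Genes of methionine synthesis and sulfur assimilation were compared because methionine was absent. Their 27 bins gave 330 pairs between chromosomes, with O/E of 1.07 in replicate 1 and 1.17 in replicate 2 (mean 1.12 ± 0.0674, SD, n = 2). Random lists gave 0.876 to 1.15, so the list did not stand apart (permutation p = 0.116, adjusted p = 0.231). In both maps 81 pairs lay above 1 and 101 below (the median pair of random lists was also below 1), and the pooled contacts were 1121 against 999 expected. No pair passed z above 3 in both maps, where random lists had 0.189 on average. No pair passed the Poisson test adjusted over the list alone, or over all 544303 pairs, and 27 had an unadjusted p under 0.05. The mean over the centre of all pairs, divided by that of bins within 70 kb around it, was 1.15 (random lists 0.886 to 1.15, permutation p = 0.051), a measure added after the list value was seen. MUP3 and MET2 had the highest O/E (4.41) from 3 contacts against 0.671 expected. CYS3 with SUL1 reached 3.86 from 3 contacts (2.31 and 5.40 in the replicates), SAM2 with MET6 3.58 (7 against 1.95) and MET8 with MET30 3.54 (8 against 2.26). MET10 with SAM3 reached 3.07 from 3 contacts (1.87 and 4.28). The means of MET32 with SUL2, MET2 with BDS1, MUP3 with SAM3, SUL1 with BDS1 and MET6 with MET5 ran from 2.58 to 2.86, while their single replicates ran from 1.24 to 4.48, both of these for MET32 with SUL2. CYS3 had 0 contacts with each of MET8, MET32, SAM2, SAM1 and MET17, where 0.437 to 0.905 were expected, so the zeros were not distinguishable from the expectation at this depth.

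Genes for ribosomal proteins contacted each other more than random lists did. Their 117 bins gave 6233 pairs with a mean O/E of 1.17 ± 0.00846 (SD, n = 2), against 0.955 to 1.05 (permutation p = 2e-04, adjusted p = 0.002). Contacts numbered 20950 against 18187 expected. In both maps 1665 pairs lay above 1 and 1622 below (the median pair of random lists was below 1, at 0.856), and 6 pairs passed the one-sided Poisson test adjusted over the list alone and over all pairs. RPL28 with RPL27A reached 14.3 from 28 contacts, and RPL8A with RPL8B, a pair that shares 50-base words, 6.05. RPL27A with RPL17A reached 7.73 from 6 contacts and did not pass (one-sided Poisson test, adjusted p over the list = 0.0928). The RPL28 bin is also in pairs called across the genome. It joined IV (650001 to 660000) at 36.8, where 35 words are shared, and VIII (130001 to 140000), beside the RPL27A bin, at 14.2. With a balance on contacts between chromosomes alone the list value was 1.05, still above random lists (0.978 to 1.02).

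Genes for tRNAs had a slight excess that did not hold under all settings. Their 196 bins gave 17703 pairs with O/E of 1.06 ± 0.00366 (SD, n = 2), against 0.967 to 1.03 for random lists (permutation p = 0.0012, adjusted p = 0.006). In both maps 4039 pairs lay above 1 and 5697 below, and in random lists the median pair also lay below 1, at 0.841. Adjusted over the list alone 34 pairs passed and over all pairs 27. The pair of highest value joined bins of VII and XII at 105 from 152 contacts, and the Ty3 element YGRWTy3-1 (VII, 707195 to 712545) overlaps that VII bin. The SUP53 bin with the XV bin 480001 to 490000 reached 27.8. The SUP53 bin also holds LEU2, and the XV bin lies beside that of the LacO array. With a balance on contacts between chromosomes alone the list gave 1.01 (permutation test, adjusted p = 0.412), and as a median over pairs 0.883 (permutation test, adjusted p = 0.060), where random lists gave a median of 0.841 (0.810 to 0.873).

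The other lists did not pass the adjusted test. Glycolysis genes had 1.17 ± 0.0222 (SD, n = 2, permutation p = 0.065, adjusted p = 0.217, 144 pairs). By the naming rule the highest pairs were PGI1 with TDH2 at 5.14 (7.63 and 2.64 in the replicates), CDC19 with ENO2 at 4.30 (2.08 and 6.52) and ENO2 with PDC1 at 4.04. CDC19 with TDH3 had 0 contacts against 1.25 expected, which was not distinguishable from the expectation. Seripauperin genes had 1.29 (permutation test, adjusted p = 0.231), with PAU8 and PAU3, whose bins share 40 words, at 11.5 from 98 contacts. Without pairs that share a word the list gave 1.14, and against the mean between chromosomes 2.58, where random lists gave 1.23 to 2.64. With no filter on bins that list gave 1.91 and passed (permutation test, adjusted p = 0.0167). Galactose genes had 0.759 (permutation test, adjusted p = 0.325), with 4 pairs above 1 and 10 below in both maps. GAL80 with GAL4 was at 2.27, and GAL7 and GAL10 with GAL4, GAL3 with GAL2 and GAL2 with PGM2 had 0 contacts. Histone genes had 1.51 from 3 pairs (permutation test, adjusted p = 0.474). In that list HHF1 and HHT1 with HHT2 and HHF2 had 2.74, and this pair shares sequence. Without pairs that share a word the list gave 0.887. Heat shock genes had 1.02 (YDJ1 with HSP82 4.04), genes listed for known nuclear pore contacts 1.05 (SUC2 with HSP104 3.43, with 2.17 and 4.69 in the replicates) and viewpoint loci 0.981 (TRP2 with VHR1 2.11, with 2.95 and 1.27), with adjusted p of 0.861, 0.861 and 0.904 (permutation test). Whether the genes of the pore list lay at pores in these cells was not examined here.

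**Figure D4:**
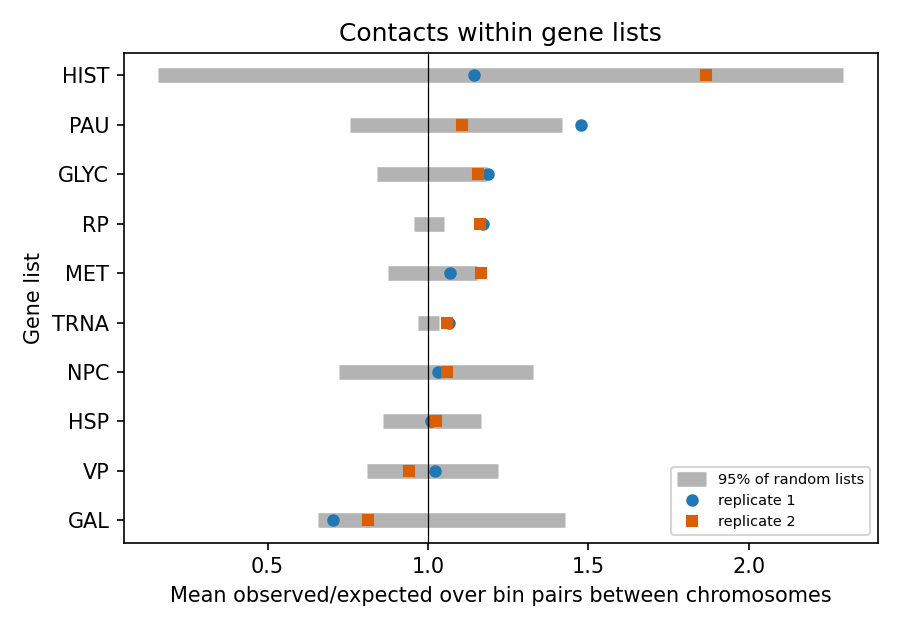
Mean O/E between chromosomes for 10 gene lists, points for each replicate and bars for the 95% range of random lists. Ribosomal protein genes (1.17) and tRNA genes (1.06) lie above their ranges.

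The silent mating type loci and the recombination enhancer, which directs donor choice in MATa cells, were compared with MAT on chromosome III. MAT (198671 to 201177) contacted HML (11146 to 14849) at O/E 6.24 ± 0.652 (SD, n = 2), with 2 of 887 pairs at that distance on other chromosomes as high (exact rank p = 0.00676). With the recombination enhancer (28937 to 31448, between KAR4 and SPB1) it was 3.35 ± 0.551 (SD, n = 2), with 3 of 910 as high (exact rank p = 0.00878). Using the bins that passed the filter this value was 2.98. On the bins as deposited, the 3.35 was also ranked among cross-arm pairs at like distances from the centromere (1.00 to 2.45), with an exact rank p of 0.0083. MAT with HMR (292388 to 295034) gave 10.1 ± 0.380 (SD, n = 2; 0 of 1020 as high, exact rank p = 0.00196), and HML with HMR 6.49 ± 1.89 (SD, n = 2; 0 of 749 as high, exact rank p = 0.00267). Averaged over 3 by 3 bins, MAT gave 2.81 with HML, 3.17 with HMR and 3.28 with the enhancer. With a balance on contacts between chromosomes alone, MAT with HML was 10.3 and HML with HMR 10.4. In the reference, MAT shares 2325 words with the bin of HML and 775 with that of HMR, and none with the enhancer bins. The reference annotates MAT as the alpha allele, while the strain is MATa, so these counts may differ in the strain. With MAT, the bins beside HMR were at 1.72 (280001 to 290000) and 1.08 (300001 to 310000). What shared sequence adds to the contacts of MAT, HML and HMR with each other was not tested. The enhancer bins (20001 to 40000) lie directly beside that of HML (10001 to 20000), which shares words with MAT. What this adds to the contact of MAT with the enhancer was not tested either, though the enhancer bins share no word with MAT. Contacts of MAT were 3.94 at 30001 to 40000 and 2.17 at 40001 to 50000, and fell to 0.478 at the centromere.

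**Figure D5:**
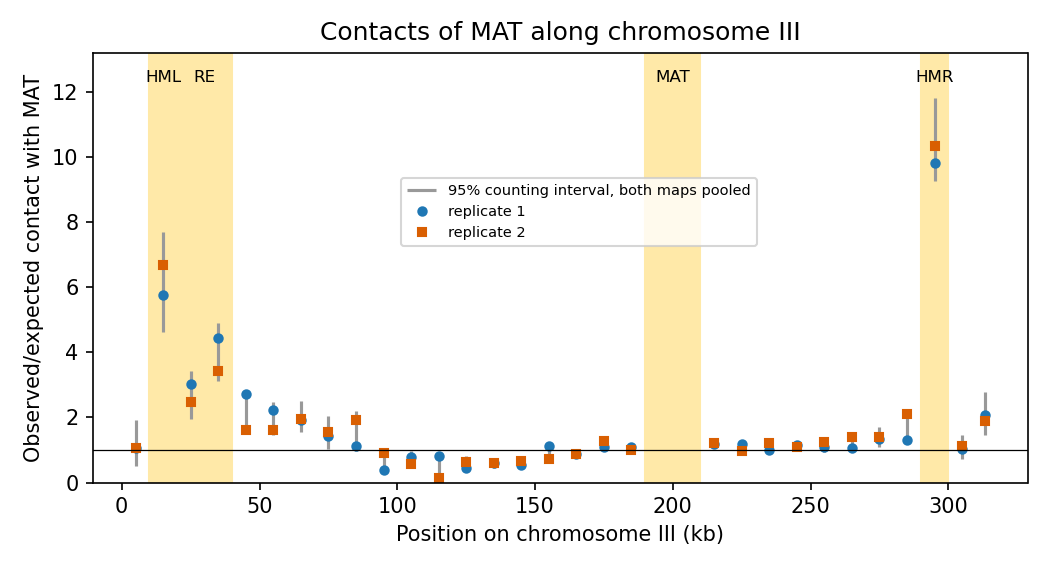
O/E of MAT with bins of chromosome III against position (kb), points for each replicate and lines for the 95% counting interval of both maps pooled. HML, the recombination enhancer (RE) and HMR (shaded) lie above 1, and HMR is highest at 10.1. The bins of HML and HMR share sequence with MAT in the reference.

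LacO and TetO are 340 kb apart on chromosome XV and did not stand apart from other pairs. The bins had O/E of 0.630 in replicate 1 and 1.33 in replicate 2, from 6 contacts against 6.20 expected (95% counting interval of O/E 0.355 to 2.11). The exact rank p was 0.940 among 567 pairs of the genome and 0.941 among 67 pairs of chromosome XV.

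Across the genome 65 pairs of bins on different chromosomes passed z above 4 in both maps, against 0.06 on average and 5 at most over 100 shifts (one-sided permutation p = 0.0099, the smallest possible). In the simulated maps 6 of 544103 unseeded pairs were called, more than in any shift, so the shifts may understate chance calls. Without replicate 2, 101 pairs passed, and without replicate 1, 85. The highest joined VII (700001 to 710000) to XII (650001 to 660000) at 98.5 and 112 in the replicates. VII (710001 to 720000) joined IX (200001 to 210000) at 92.1 and 89.6. IV (1100001 to 1110000) joined the same IX bin at 85.9, and IV (1080001 to 1090000) at 65.6. The LEU2 bin (III, 90001 to 100000) joined that of VPS21 (XV, 490001 to 500000) at 81.5, and that of SSB1 (IV, 40001 to 50000) joined XIV (250001 to 260000) at 61.9. Other pairs in the top 10 were VII (710001 to 720000) with XII (650001 to 660000) at 70.6, VII (700001 to 710000) with XII (640001 to 650000) at 61.1, IX (200001 to 210000) with XII (650001 to 660000) at 56.0, and IX (20001 to 30000) with XV (20001 to 30000) at 44.2. In the reference, VII (710001 to 720000) shares 1385 words with IX (200001 to 210000). The SSB1 bin shares 777 words with its XIV partner, and the IX and XV bins at 44.2 share 1965. The other pairs in the top 10 share no word. What shared sequence adds to the values of those that do was not tested.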

Values the study reported

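The study binned its yeast Hi-C data from 100 M reads at 10 kb. From Hi-C it could call no distant contact of YBP2, apart from those it attributed to the Rabl configuration, in which centromeres gather. Its Hi-C without methionine showed no significant contact between single pairs of Met4 targets, nor when all such pairs were compiled. With the MTAC method it reported 22 far-cis interactions of the YBP2 viewpoint at distances over 30 kb and 89 trans interactions. Hi-C signals collected over the far-cis regions were slightly but significantly raised, and those over the trans regions were not. From a viewpoint at TRP2, near MET6, all trans interactions that MTAC found without methionine were close to Met4 binding sites. Its 4C experiment at YBP2 found a region of about 90 kb on chromosome VII, from 535 kb to 624 kb. Met4 ChIP-seq gave 45 peaks in the genome.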

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

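Alternatives without the diagonal, without shared words, matched on coverage, without tRNA or ribosomal protein bins, over a local background, against cross-arm pairs and with the filter on chromosome III loci were chosen after seeing the data. Over 29 results, 245 alternative values gave 217 in the same class as reported, 25 that moved, 2 that lost their call, 1 that gained one and 0 that reversed. A tested value kept its class where its p (adjusted for lists) stayed on the same side of 0.05 and the value on the same side of its reference. Counts kept it within 1.5 times, and untested values within 1 SD. The class thus says little about the size of a shift: ribosomal protein genes kept theirs at 1.05 in place of 1.17. The 217 include 17 where the setting moved neither value nor reference, such as the unfiltered one for centromeres and chromosome III pairs, and 6 left-out replicates of untested values that lie within 1 SD by construction, so these show nothing about stability. Of 84 named pairs with contacts, a balance on contacts between chromosomes alone moved 34 by more than 1 SD and 8 by over 1.5 times, and no filter on bins moved 5 and 1. The 84 lay on the same side of 1 under both. No paired analysis was possible because all maps used are of a single group. Depth limits what single pairs can show: 5-fold pairs were called in 2% of simulated cases. The cause of the changes that follow was not tested. As medians over pairs heat shock genes gave 0.833 against 0.847 for random lists, and tRNA genes 0.883 against 0.841 (0.810 to 0.873). A balance on contacts between chromosomes alone took tRNA genes to 1.01, LacO with TetO to 0.685, the decay slope to -1.61, the trans share to 25.1% and agreement to 0.467 in cis and 0.350 in trans. With no filter on bins the trans share was 27.5%, agreement 0.581 in cis and 0.589 in trans, the mitochondrial ratio 2.77 and PAU 1.91. Without shared words histones were at 0.887. Without chromosome XII the pore list was at 0.925, the slope -1.61 and the trans share 24.6%. Without bins near ends the slope was -1.61 and the trans share 25.1%. Without the diagonal the trans share was 38.7%, and the slope from 50 to 500 kb was -1.22. On log2 values agreement was 0.393 in cis and 0.232 in trans. Matched on coverage too, the viewpoint list kept its value of 0.981, and the median of random lists went from 0.994 to 0.974, to the other side of it. Leaving out each replicate gave 0.630 to 1.33 for LacO with TetO, 0 to 2 for bins called at YBP2, 0.942 to 1.02 for the viewpoint list and 85 to 101 for trans pairs called.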

Other observations

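The tests of shared sequence, one-sided flanks and mobile elements, and that of trans levels in ribosomal protein bins, were chosen only after the result was seen, as were the patterns weighed here. An earlier test of the called pairs, whether they lie above the mean cis signal at 200 kb, was dropped because the threshold all but fixes its outcome (100% did). REV1, HIS3, ADE2 and LEU2 are outside the rule for naming loci and were chosen after their values were seen.

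Contacts between mitochondrial and nuclear bins, which cannot come from a shared nuclear space, numbered 8387 and 6734, or 0.223% and 0.191% of all contacts. After balancing, the ratio of these to nuclear contacts between chromosomes was 2.76 ± 0.00246 (SD, n = 2). Balancing scales the 2 mitochondrial bins that have values to the same total as nuclear bins, so this ratio is not a level of random ligation.

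The 65 pairs called across the genome form 31 groups of neighbours, and copies of sequence at other sites in the strain may account for many of them. A full-length mobile element lies in a bin of 70.8% of the pairs against 7.74% of all pairs, but at the top pair of only 15 of 31 groups. YGRWTy3-1 (VII, 707195 to 712545) and YILWTy3-1 (IX, 205220 to 210647), the annotated Ty3 elements, lie in bins of 40% of the pairs, and 12 of the 65 (18.5% against 0.329% of all) join 2 chromosome ends. A short copy at another site gives contacts with the flanks on only one side. The higher over the lower flank had a median of 3.22 over 28 groups (95% bootstrap interval of the median 2.71 to 6.21). Medians were 1.13 for centromere pairs and 1.3 for random pairs. Of single random pairs, 95% lay from 1.01 to 3.08, which is a spread of pairs and not an interval of a median. Shared 50-base words were found in 23.1% of the pairs against 0.533% of all, and at the top pair of 13 of 31 groups, too few to account for most and too many to set aside, and no biological explanation was tested.

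The REV1 bin contacted those of HIS3 (O/E 16.7, 259 contacts) and ADE2 (19.6, 142 contacts) on the same chromosome, while HIS3 and ADE2 contacted each other at 1.16. The genotype places REV1 promoter copies in constructs at HIS3 and ADE2. REV1 contacted the flanks of HIS3 and ADE2 at 6.0 and they contacted the flanks of REV1 at 1.42, a ratio of 4.36 (5.12 and 3.59 in the replicates), which is consistent with reads of the promoter copies being placed at REV1. LEU2 contacted the LacO bin, which is the VPS21 bin of the called pairs, at 55.7 (219 contacts against 3.93 expected from the mean between chromosomes; 81.5 against the expectation by strata) and the TetO bin at 0 contacts against 3.53, and its contacts with the flanks of LacO were 9.47 against 0.532 the other way (0.768 and 0.296 in the replicates, ratios of 11.4 and 34.4). A LEU2 copy beside LacO is a possible explanation that the genotype does not name, and no biological explanation was tested.

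The excess among ribosomal protein genes was not removed by any of 4 technical tests, but a balance on contacts between chromosomes alone took most of it. Without pairs that share a word it was 1.17 (random lists 0.954 to 1.05), against lists matched on coverage 1.17 (0.971 to 1.07), and without bins that hold a tRNA gene 1.15 (0.952 to 1.05). Dividing by the trans level of each bin left 1.05 (0.978 to 1.02). A higher trans level of these bins toward all partners may thus account for most of the 1.17, though not for the remainder. No biological explanation was tested, since no other group of samples was analysed here.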
